A study of Mus musculus with 6 samples. Its data were reported in "Yap governs a lineage-specific neuregulin1 pathway-driven adaptive resistance to RAF kinase inhibitors" (2022).

How the data were processed

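RNA-seq was performed on total RNA of Kate-positive cells sorted from mouse thyroid tumors, with 3 libraries of tumors expressing nuclear mutant YAP (YAP) and 3 of tumors that also carried mutant Braf (BrafYAP). Per the labels, mice received dox chow from 4 weeks of age, about 20000 cells were collected per library, RNA was amplified with a SMART-Seq kit (12 cycles), libraries were made with 8 further PCR cycles, and 50-nt paired reads were sequenced. The paper's methods also give 4 weeks, whereas its results text gives a later start of dox, at 3 months. The labels were followed. In the labels each YAP library is a pool of 3 tumors and each BrafYAP library is 1 tumor. The paper's methods give 1 tumor from each mouse for a replicate and do not mention pooling, and the labels were followed. Samples were grouped by GEO's titles. The labels give no batch, so none was modelled. PCR duplicates carry no molecular identifier, so read numbers cover counting error only.

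The authors aligned reads to mm10 with STAR, quantified them with the Partek E/M model on Ensembl release 95, and deposited one table of TPM (transcript abundance relative to length and library total) with 0.0001 added. The table holds 35027 genes by symbol in 6 columns, of which 0 lacked a sample, and 6683 genes are at the offset in all libraries. The column totals are 181217.6, which is not the total that TPM have by definition. To find the length used, low values (under 200 reads) were multiplied by each gene's genomic span, introns included, or by its exonic length, from GENCODE M21, and the share of products within 0.05 of a whole multiple of one step per library was counted. It was 71.7 to 76.0% with the span and 22.3 to 24.9% with the exonic length, so the deposited TPM were divided by the genomic span, and genes with long introns have low values. Symbols of 34709 genes were found in GENCODE M21, 34645 of them at one locus, and only these have estimated reads, calculated as (value - 0.0001) × span / step. The library totals of these estimated reads, 26.2 to 36.9 M reads, are the depth given in the report. E/M quantification can divide reads between genes, so the reads of a gene need not be whole. No strand was stated for the counting, so overlapping genes on either strand can share reads. Scaled reads are estimated reads returned to the authors' scaling between libraries, which undoes the length division alone. Coordinates are those of GENCODE M21 on mm10, counted from 1.

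TPM are not counts, so no count model was used. BrafYAP was compared with YAP by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), two-sided, on log2(value + 1), for genes with a mean of at least 1, with Benjamini-Hochberg adjustment and a threshold of 0.05. No block or covariate entered the fit. Named genes with a lower mean were compared on log2(scaled reads + 1), for genes with a mean of at least 10 reads. Gene sets were tested with camera (preset correlation 0.01) and adjusted over the 9 sets. A set's value is the mean log2 fold change of its tested genes, and its score in a library is their mean log2(value + 1). Scores were compared by an exact permutation test, which cannot go below 0.1 with 3 libraries against 3. The gene sets, the test, the alternatives and the rule for named genes were fixed before the data were examined. The set lists were written from general knowledge, so the YAP signature (57 genes) and the MAPK output list (10 genes) can differ from the published lists of the same name.

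The genes named are Yap1 and Braf, the genes of the MAPK output and NRG1-ERBB-RAS lists (1 gene of the latter is not reported here), thyroid and YAP list genes past the threshold (there were 0, and 0 to 11 per list had an unadjusted p-value under 0.05), and the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold whose groups do not overlap, with unnamed predicted genes passed over. Genes named only in the closing section were chosen after their values were seen. Lists of immune, endothelial, fibroblast, skeletal muscle, erythroid, C-cell, parathyroid and adipocyte markers and of sex-linked genes were also written beforehand, to describe the sorted cells. Lists of interferon-stimulated genes, macrophage, alveolar type 2 and T-cell markers and heat-shock genes were written after the data were seen.

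Alternatives fixed beforehand were a pseudocount of 0.1 or 0.0001, a minimum mean of 10 or no filter, quantile or median-ratio normalization, eBayes without a trend, array weights, a replicate block, each library left out in turn, a 2-fold minimum, fry, and camera with an estimated correlation. Added after seeing the data were the estimated reads, TPM recomputed with the exonic length, voom on the estimated reads, protein-coding genes only, and, for genes below the minimum, the same settings on the estimated reads. Removal of mitochondrially encoded genes was planned but not run, as the table holds 0 genes with the mt- prefix. Array weights were first estimated by REML, which stopped before it converged, and the gene-by-gene estimator was put in its place after that result had been seen.

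The procedures were tested on simulated data with the real genes' means and library sizes and a dispersion of 0.05. With 200 genes changed 4-fold, 100% of the changed genes were called among 7231 tested, together with 5 unchanged genes, and on 16885 genes of the read scale 100% were called with median log2 fold changes of 1.96 and -1.98. With no gene changed, 2 of 7316 genes were called. Both changed sets and 0 of 7 unchanged sets passed the threshold. Simulated genes were drawn independently with the same dispersion. These runs therefore do not test the preset correlation between genes, or the detection of genes that vary more. In simulated tables of 34645 genes divided by span, 100% of low values were whole with the span and 34.4 to 35.3% with the exonic length. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.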

Results

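To ask what mutant Braf adds to the expression program of thyroid tumors driven by YAP, RNA-seq was performed on Kate-positive cells sorted from mouse thyroid tumors of 2 genotypes. Kate is a red fluorescent reporter protein. YAP mice carried a doxycycline (dox)-inducible transgene for a constitutively nuclear mutant of YAP, the transcriptional coactivator restrained by the Hippo pathway, in thyroid follicular cells. BrafYAP mice carried the same transgene together with mutant Braf, expressed from the endogenous gene. There were 3 libraries per genotype, named here by their replicate numbers (YAP replicates 1, 2 and 3, and BrafYAP replicates 1, 2 and 6). Each library was made from about 20000 sorted cells. By GEO's labels, each YAP library was a pool of 3 tumors, whereas each BrafYAP library came from 1 tumor, so that an effect of pooling and an effect of genotype on the group means cannot be told apart. The methods text of the paper does not describe this pooling. It gives 1 tumor from each mouse for a replicate, without the number of mice. The labels gave no sequencing or library batch.

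The deposited values summed to 181217.6 in each library. The estimated reads behind them, recovered from the steps between low values, ranged from 26.2 to 36.9 M reads per library. Between 21887 and 23004 genes per library had a value above the offset of 0.0001 that the authors added, and the 10 genes with the highest values took 15.9 to 18.7% of each library's total. Across the 7319 genes with a mean value of at least 1, Pearson's r between pairs of YAP libraries ranged from 0.874 to 0.942, and BrafYAP replicates 1 and 2 correlated at 0.979. BrafYAP replicate 6 stood apart, at 0.733 to 0.879 with the other libraries. These correlations are across genes, which are not independent replicates. The first principal component held 54.1% of the variance and placed the 3 BrafYAP libraries on one side and the 3 YAP libraries on the other. The second component held 26.9% and set BrafYAP replicate 6 and YAP replicate 1 apart from the rest.

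BrafYAP and YAP cells were compared gene by gene with limma on log2(value + 1), a scale that understates the change of genes with low values. Of 7319 genes tested, 18 differed at a limma adjusted p-value under 0.05, of which 6 were higher and 12 lower in BrafYAP cells. Without adjustment, 1455 genes (19.9%) had a p-value under 0.05, 784 of them higher and 671 lower in BrafYAP. The groups did not overlap for 2061 genes (28.2%), where chance gives 10% with 3 libraries against 3. The number of genes past the threshold was the least stable result. Array weights moved it most, to 1393 genes, and it was 0 on the estimated reads, where 3404 of 16806 genes had an unadjusted p-value under 0.05. Leaving out YAP replicate 2 gave 465 genes, whereas leaving out YAP replicate 1, YAP replicate 3, BrafYAP replicate 1 or BrafYAP replicate 2 gave 0 genes, with 1028 to 1142 genes at an unadjusted p-value under 0.05.

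The 9 gene sets written before the data were examined were then tested with camera, limma's competitive set test. The MAPK output set, transcripts that rise with ERK signaling, was higher in BrafYAP cells. Its mean log2 fold change was 1.55 over 7 genes tested, all 7 of which were higher (camera adjusted p = 3.9e-06). The mean log2(value + 1) of these genes was 2.28 ± 0.57 (SD, n = 3) in YAP and 3.82 ± 0.18 (SD, n = 3) in BrafYAP cells, and each of the 3 BrafYAP libraries lay above each YAP library. The cell cycle set was lower in BrafYAP cells, with a mean log2 fold change of -0.92 over 19 genes, 1 of which was higher (camera adjusted p = 6.3e-09). Its score was 2.36 ± 0.17 (SD, n = 3) in YAP and 1.45 ± 0.24 (SD, n = 3) in BrafYAP, again without overlap. The dissociation and stress response set, the immediate-early and heat-shock transcripts that tissue digestion can induce, was higher in BrafYAP cells by 1.66 on the log2 scale, with 11 of 12 genes higher (camera adjusted p = 4.2e-04). Its score was 5.32 ± 1.09 (SD, n = 3) in YAP and 6.98 ± 0.44 (SD, n = 3) in BrafYAP, and all 3 BrafYAP libraries lay above all 3 YAP libraries. For each of these 3 sets the exact permutation test on the scores gave p = 0.1 (two-sided), the smallest value that 3 libraries against 3 allow. Camera was run with a preset correlation between genes. Under fry, a self-contained test, the MAPK output and cell cycle calls held and the stress response call was lost, and under camera with the correlation estimated per set none of the 3 calls held.

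The remaining 6 sets did not pass the threshold. The YAP signature had a mean log2 fold change of -0.39 with 10 of 34 genes higher (camera adjusted p = 0.0958), and this value rested on BrafYAP replicate 6. Without that library it was 0.07, and without BrafYAP replicate 1 or BrafYAP replicate 2 it was -0.69 and -0.72, past the threshold. The camera adjusted p-values of the 6 fits that each left out one library ranged from 0.00243 to 0.985. The shorter list of YAP/TAZ targets averaged 0.07 over 11 genes (camera adjusted p = 0.991) and ranged from -0.34 without BrafYAP replicate 2 to 0.85 without BrafYAP replicate 6. The NRG1-ERBB-RAS set holds neuregulins, ERBB receptors, the RAS genes and the EGFR ligand gene Areg. It averaged 0.65 with 4 of 5 genes higher (camera adjusted p = 0.0825). The 5 genes tested were Erbb2, Erbb3, Hras, Nras and Areg, with no neuregulin among them. Their score separated the genotypes, 1.75 ± 0.19 (SD, n = 3) against 2.40 ± 0.17 (SD, n = 3), with the same exact permutation p = 0.1. Areg rose most of the 5, by 2.23, and the others lay between -0.69 (Nras) and 1.00 (Erbb2). The set value therefore leaned on Areg. The set passed the threshold without YAP replicate 3, at a mean of 0.76. On the estimated reads 9 genes were tested, Nrg1 among them, with a mean of 0.47 (camera adjusted p = 0.323). There the scores of the genotypes overlapped (exact permutation p = 0.3). Epithelial markers averaged 0.66 over 9 genes (camera adjusted p = 0.0958), between 0.27 without YAP replicate 1 and 1.08 without YAP replicate 3, where they passed the threshold. Mesenchymal markers averaged -0.43 over 6 genes (camera adjusted p = 0.646) and ranged from -0.81 without BrafYAP replicate 2 to 0.19 without BrafYAP replicate 6. Of the 16 thyroid differentiation genes 3 were tested, with a mean of -0.23 (camera adjusted p = 0.721) that ranged from -0.43 without YAP replicate 2 to -0.01 without BrafYAP replicate 2. On the estimated reads 13 thyroid genes were tested, with a mean of -0.65 (camera adjusted p = 0.916).

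**Figure D1:**
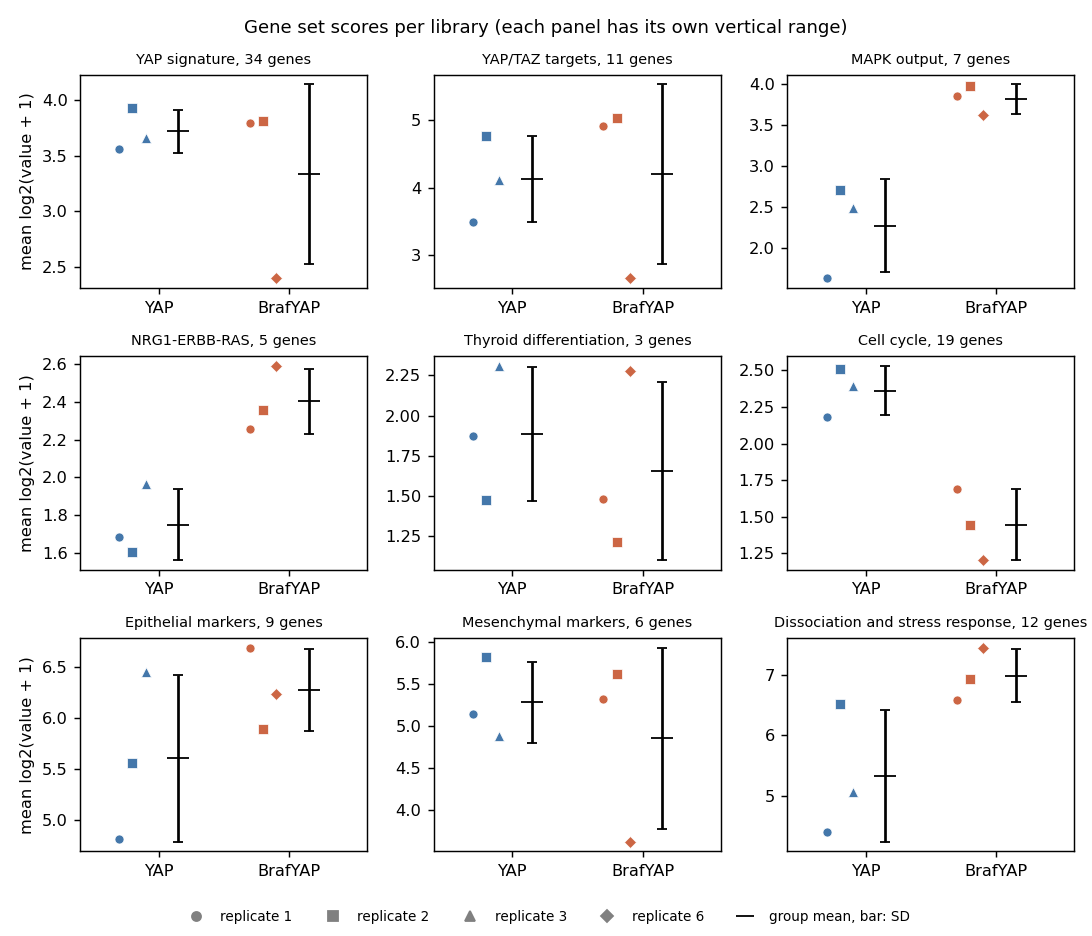
Mean log2(value + 1) of the tested genes of each set in each library (points, by genotype and replicate number), with the group mean (line) and SD (bar, n = 3), and a separate vertical range for each panel. The MAPK output scores of the 3 BrafYAP libraries lie above those of the 3 YAP libraries and the cell cycle scores lie below them, whereas BrafYAP replicate 6 falls below the other libraries for the YAP signature.

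No gene of any of the 9 lists passed the threshold over all genes tested. Adjusted over the list alone, 6 of 7 MAPK output genes, 15 of 19 cell cycle genes, 6 of 12 stress response genes, 7 of 34 YAP signature genes, 1 of 11 YAP/TAZ targets and 2 of 5 NRG1-ERBB-RAS genes had a limma adjusted p-value under 0.05, as did 0 thyroid, epithelial and mesenchymal genes, of which 0, 3 and 1 had an unadjusted p-value under 0.05.

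Among MAPK output genes, the ERK phosphatase gene Dusp6 (chromosome 10, 99263231 to 99267489, mm10) rose from 29.4 ± 21.1 (SD, n = 3) in YAP to 129.9 ± 17.9 (SD, n = 3) in BrafYAP cells, a log2 fold change of 2.36 (SE 0.53, limma adjusted p = 0.0940), and was higher in each BrafYAP than in each YAP library. Dusp4 (chromosome 8, 34807297 to 34819894) rose from 0.151 ± 0.0974 (SD, n = 3) to 4.63 ± 2.88 (SD, n = 3), a log2 fold change of 2.17 (SE 0.37, limma adjusted p = 0.0667). The ETS factor genes Etv4 (chromosome 11, 101769742 to 101785371) and Etv5 (chromosome 16, 22381309 to 22439719) rose by 1.38 (SE 0.24) and 1.10 (SE 0.19), both at a limma adjusted p of 0.0702. Across the fits that each left out one library, the change of Dusp6 ranged from 1.80 to 2.89, and without YAP replicate 2 Dusp6, Dusp4, Etv4 and Etv5 each passed the threshold. The limma adjusted p-values of these fits ranged from 0.0361 to 0.263 over the 4 genes. Etv5 fell below the minimum mean without any one BrafYAP library, so it has values only in the fits without a YAP library. Ccnd1 rose by 1.58 (SE 0.53, limma adjusted p = 0.165) and Phlda1 by 1.27 (SE 0.42, limma adjusted p = 0.163), and these fell to 1.01 and 0.80 without YAP replicate 1. Epha2 rose by 0.95 (SE 0.58, limma adjusted p = 0.396), or 0.62 without YAP replicate 1 and 1.59 without BrafYAP replicate 6. Spry2, Spry4 and Epha4 had a mean value under 1 and were compared on the estimated reads. Spry4 rose by 2.59 (SE 0.47, limma adjusted p = 0.0816) and Spry2 by 1.29 (SE 0.55, limma adjusted p = 0.250), the latter 0.75 without YAP replicate 2. Epha4 changed by -0.50 (SE 0.85, limma adjusted p = 0.766) and by 0.56 without BrafYAP replicate 6, which held 93 reads of it.

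**Figure D2:**
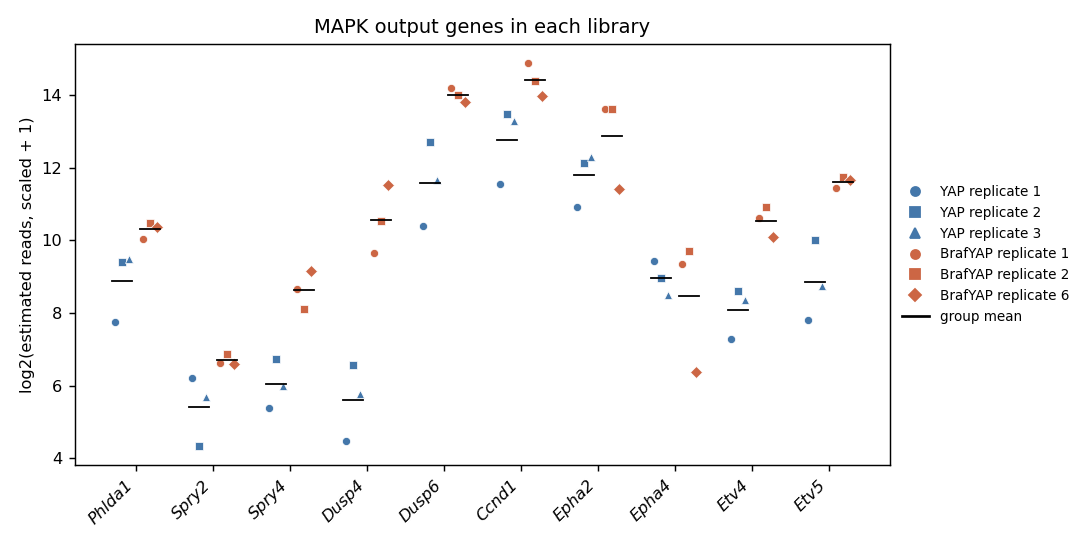
Estimated reads of the 10 MAPK output genes in each library, as log2(estimated reads + 1) on the authors' scaling between libraries, with the group means as lines. For Phlda1, Spry2, Spry4, Dusp4, Dusp6, Ccnd1, Etv4 and Etv5 the 3 BrafYAP libraries lie above the 3 YAP libraries, and for Epha2 and Epha4 BrafYAP replicate 6 falls among or below them.

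Both driver genes were too low in the deposited table to pass the minimum, since their values were divided by long genomic spans, and were compared on the estimated reads. Yap1 (chromosome 9, 7931999 to 8004596) had 816 ± 71.4 scaled reads (SD, n = 3) in YAP and 1022 ± 661 (SD, n = 3) in BrafYAP cells, with a log2 fold change of -0.02 (SE 0.65, limma adjusted p = 0.987). BrafYAP replicate 6 had 297 reads of Yap1 against 1235 and 1867 in BrafYAP replicates 1 and 2, and without it the change was 0.78. The reads do not separate the transgene from the endogenous gene. Braf (chromosome 6, 39603237 to 39725463) had 225 ± 55.6 scaled reads (SD, n = 3) in YAP and 228 ± 100.2 (SD, n = 3) in BrafYAP cells, with a log2 fold change of -0.04 (SE 0.41, limma adjusted p = 0.963). It ranged from -0.37 without BrafYAP replicate 6 to 0.23 without BrafYAP replicate 2. Braf overlaps Ndufb2 and the pseudogene Fth-ps2, and Yap1 overlaps Gm20416, so reads can be shared between these genes.

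The receptors and ligands of the NRG1 pathway were then examined one by one. Erbb2 (chromosome 11, 98412470 to 98437716) rose from 1.43 ± 0.45 (SD, n = 3) to 3.86 ± 0.88 (SD, n = 3), a log2 fold change of 1.00 (SE 0.24, limma adjusted p = 0.102), with no overlap between the groups. It overlaps Mien1. Erbb3 (chromosome 10, 128567523 to 128589652) was 2.90 ± 1.78 (SD, n = 3) in YAP and 3.24 ± 0.70 (SD, n = 3) in BrafYAP cells, a difference within the spread between replicates (log2 fold change 0.21, SE 0.36, limma adjusted p = 0.767), which turned to -0.13 without YAP replicate 2 and rose to 0.55 without YAP replicate 3. Nrg1 (chromosome 8, 31814551 to 32884029) changed by -0.56 on the estimated reads (SE 1.23, limma adjusted p = 0.821). It had 154 reads in BrafYAP replicate 6 against 3188 and 5080 in BrafYAP replicates 1 and 2, and without replicate 6 the change was 1.03. Nrg2 and Nrg3 had 0 reads in all 6 libraries, Erbb4 had at most 19, and Nrg4 had 13 to 39. The EGFR ligand gene Areg rose by 2.23 (SE 0.59, limma adjusted p = 0.111). Its BrafYAP values were 2.31, 2.77 and 14.9 in replicates 1, 2 and 6, and the change was 1.51 without replicate 6. Egfr changed by -1.67 on the estimated reads (SE 0.76, limma adjusted p = 0.271), or -0.74 without BrafYAP replicate 6, which had 221 reads of it. Hras changed by 0.50 (SE 0.19, limma adjusted p = 0.214). Nrg4 changed by 0.02 on the estimated reads (SE 0.68, limma adjusted p = 0.990). Nras changed by -0.69 (SE 0.40, limma adjusted p = 0.379), or -0.29 without BrafYAP replicate 6.

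Of the 18 genes past the threshold, the widest rises belonged to Trbc2, Rprm, Grem1, Ephb6 and Krtap17-1. Trbc2, a T-cell receptor beta constant gene (chromosome 6, 41546730 to 41548352), rose from 1.45 ± 0.70 (SD, n = 3) to 45.7 ± 26.2 (SD, n = 3), a log2 fold change of 4.12 (SE 0.49, limma adjusted p = 0.0468). Its near-identical paralog Trbc1 can share reads with it. Rprm (chromosome 2, 54084093 to 54085552) rose by 3.72 (SE 0.37) from 0.944 ± 0.886 (SD, n = 3) to 23.3 ± 5.55 (SD, n = 3). Grem1 (chromosome 2, 113746164 to 113758646) rose by 3.10 (SE 0.39) and Ephb6 (chromosome 6, 41605482 to 41620509) by 2.70 (SE 0.35). Krtap17-1 (chromosome 11, 99993234 to 99993994) had 0 to 3 reads in the YAP libraries and 93 to 158 in the BrafYAP libraries, at least 34.1-fold higher when the YAP group is set to a floor of 3 reads. The widest falls belonged to Cxcl10, Susd2, Isg15, Cxcl11 and Stc2. Cxcl10 (chromosome 5, 92346638 to 92348889) fell from 107.9 ± 56.6 (SD, n = 3) to 5.43 ± 2.55 (SD, n = 3), a log2 fold change of -4.03 (SE 0.44, limma adjusted p = 0.0468). Susd2 (chromosome 10, 75636706 to 75644008) changed by -3.47 (SE 0.45), Isg15 (chromosome 4, 156199424 to 156200818) by -3.09 (SE 0.34), Cxcl11 (chromosome 5, 92359544 to 92365485) by -3.02 (SE 0.33) and Stc2 (chromosome 11, 31357307 to 31370074) by -2.06 (SE 0.23). Cxcl10 and Cxcl11 lie within the span of Art3. All 10 genes shared a limma adjusted p of 0.0468, a plateau of the adjustment just under the threshold, and in each the 3 libraries of one genotype lay above the 3 of the other. All 10 lost the threshold on the estimated reads, where their limma adjusted p-values ranged from 0.0516 to 0.0968, and without YAP replicate 1, YAP replicate 3, BrafYAP replicate 1 or BrafYAP replicate 2. Ephb6, Susd2 and Stc2 also lost it without BrafYAP replicate 6. Their limma adjusted p-values in the 6 fits that each left out one library ranged from 0.0219 to 0.218, and none of them changed direction.

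**Figure D3:**
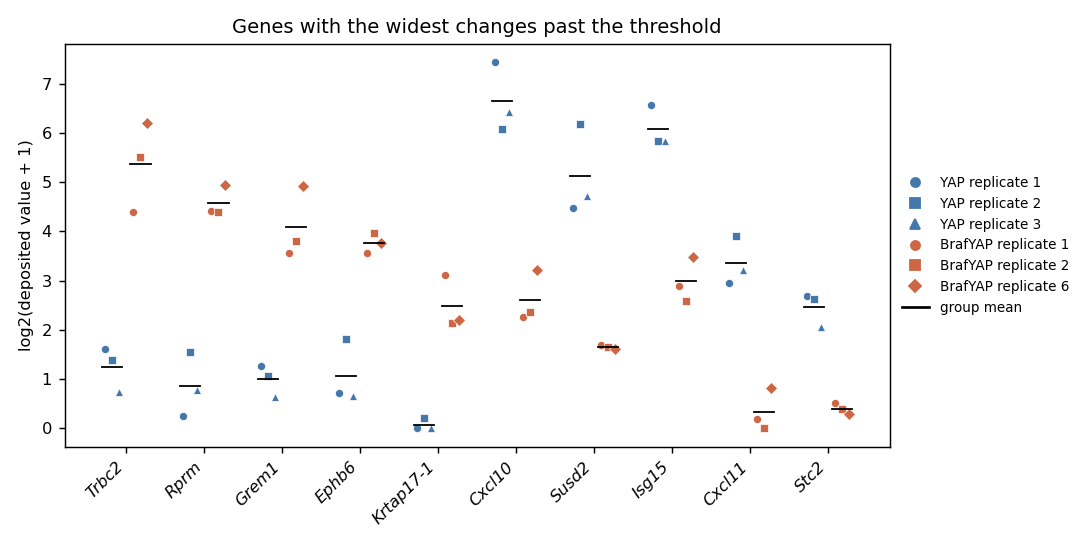
Deposited values, as log2(value + 1), of the 5 genes with the widest rises and the 5 with the widest falls among genes with a limma adjusted p-value under 0.05, in each library, with group means as lines. In all 10 genes the 3 BrafYAP libraries lie on one side of the 3 YAP libraries, and YAP values of Krtap17-1 sit at or near 0.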

Values the study reported

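For the sorted mouse tumor cells, the study reported an average of 39 M paired reads per sample, with messenger RNA making up 77 to 82% of the bases. Distant metastases were reported in 42% of mice with mutant YAP alone. Metastases were also reported in mice with both mutations, in a somewhat larger share. Among mice with both mutations, the study described poorly differentiated tumors in about 20% and partial or complete anaplastic change in 80%.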

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

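The number of genes past the threshold, 18 (6 higher and 12 lower in BrafYAP), moved by over 1.5 times under every setting but the 2-fold minimum, which kept the same 18, and the fit without BrafYAP replicate 6, which gave 20 genes, 8 of them shared. It was 1 (0 higher, 1 lower) with a pseudocount of 0.1, with median-ratio rescaling and without a trend in eBayes, and 3 (0 higher, 3 lower) with a mean of at least 10, where fewer genes were tested (2094). It was 0 (0 higher, 0 lower) with a pseudocount of 0.0001 (1323 genes at an unadjusted p under 0.05), with no filter on low values (3891), with the length division undone (3404), with voom on the estimated reads (3415) and with protein-coding genes only (1240). It was 79 (41 higher, 38 lower) with quantile normalization, 62 (26 higher, 36 lower) with the exonic length, and 1393 (888 higher, 505 lower) with array weights. All 18 genes were among those called in each of these 3. Across the 6 fits that each left out one library it ranged from 0 to 465 genes, from 0 to 404 higher and from 0 to 61 lower. Apart from the settings named, the cause of these changes was not tested. Median-ratio rescaling moved the unadjusted split from 784 higher and 671 lower to 943 higher and 562 lower, and moved the median log2 fold change from -0.06 to 0.01. On the estimated reads, with 0 genes past the threshold, the same rescaling moved the median from -0.12 to 0.01, and array weights gave 1889 genes, quantile normalization 62, no trend 20, and leaving out BrafYAP replicate 6 gave 190. Array weights ranged from 0.299 for BrafYAP replicate 6 to 3.03 for YAP replicate 3. The REML estimator, set aside because it stopped before converging, had given 3099 genes (1593 higher, 1506 lower) with weights from 0.218 to 21.9. Weights estimated from 3 libraries per group rest on few degrees of freedom.

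MAPK output, cell cycle and the stress response kept their direction under every setting that gave a value, and their call under all but the 2 other set tests. Across the fits that left out one library they ranged from 1.22 to 1.76, from -1.04 to -0.80 and from 1.20 to 2.26, all past the threshold. Over all settings they ranged from 1.19 to 2.40, from -1.60 to -0.71 and from 1.20 to 2.26. Fry lost the stress response (1.66). Camera with estimated correlation lost MAPK output (1.55), the cell cycle (-0.92) and the stress response (1.66), a test in which the correlation estimated between the genes of a set takes the place of the preset one. The cause was not tested further. The YAP signature passed the threshold with the exonic length (-0.43) and with voom (-0.55), reversed with array weights (0.0262), and ranged from -0.72 to 0.0736 when one library was left out. YAP/TAZ targets, 0.07 as reported, reversed with a pseudocount of 0.1 (-0.0621) and of 0.0001 (-0.14), with the length division undone (-0.46), the exonic length (-0.40), voom (-0.45) and protein-coding genes only (-0.11), and ranged from -0.34 to 0.85 when one library was left out. Mesenchymal markers reversed with array weights (0.33), the length division undone (0.0622) and voom (0.13), and ranged from -0.81 to 0.19 when one was left out. Thyroid genes were -0.76 with array weights, and over 13 genes -0.65 with the length division undone and -0.79 with voom, none past the threshold. They reversed with no filter on low values (0.0240), reached -1.21 with a pseudocount of 0.0001, and ranged from -0.43 to -0.01 when one library was left out. In the same fits NRG1-ERBB-RAS ranged from 0.56 to 0.76 and epithelial markers from 0.27 to 1.08. NRG1-ERBB-RAS was 1.15 with a pseudocount of 0.1, 1.33 with one of 0.0001 and 0.29 with no filter, and epithelial markers were 0.0832 with array weights, none of these past the threshold. The causes were not tested. With a mean of at least 10, thyroid genes (0 tested), NRG1-ERBB-RAS (1) and the cell cycle (1) gave no set value.

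Yap1, -0.02 as reported, reversed with no filter on low values (0.0740), the exonic length (0.0779), median-ratio rescaling of the estimated reads (0.10) and array weights on the estimated reads (0.59), and ranged from -0.45 to 0.78 when one library was left out. Braf, -0.04 as reported, reversed with no filter on low values (8.5e-04), the exonic length (0.0180) and median-ratio rescaling (0.0794), and ranged from -0.37 to 0.23 in those fits. Of the other genes, with ranges again over the fits that left out one library, Erbb3 reversed with array weights (-0.32) and ranged from -0.13 to 0.55, Nrg1 reversed with no filter (0.0236) and array weights (0.71) and ranged from -1.39 to 1.03, Epha4 reversed with array weights (0.58) and ranged from -1.11 to 0.56, and Nrg4 reversed with voom (-0.0052) and ranged from -0.35 to 0.51. Counting every setting for single genes, 339 values were on the same side, 134 were weaker, 17 were stronger and 14 reversed. Of the stronger ones, which gained the threshold, 8 came with array weights and 1 with array weights on the estimated reads. The 8 were Dusp4, Dusp6, Ccnd1, Epha2, Etv4, Etv5, Erbb2 and Areg. Without YAP replicate 2 there were 4, with quantile normalization 3 (Dusp4, Etv4 and Etv5) and with the exonic length 1.

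YAP and BrafYAP share replicate numbers 1 and 2. Deviations of same-numbered libraries from their group means correlated at -0.05 and 0.06, which gives no sign of pairing. Such deviations also depend on the other libraries of each group, so a shared origin is not excluded. With a replicate block 0 genes passed the threshold (0 higher, 0 lower), with 987 at an unadjusted p under 0.05. The set values under the block were 0.0540 for the YAP signature, 0.66 for NRG1-ERBB-RAS and 1.10 for epithelial markers, the last 2 past the threshold. On the estimated reads the block gave 0.86 for Yap1, 1.05 for Nrg1 and 0.32 for Epha4. The block compares only replicates 1 and 2 within a number, and leaves YAP replicate 3 and BrafYAP replicate 6 out of the contrast.

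With 3 libraries per group, genes needed a large change and a small spread to pass. For genes with few reads, such as Nrg4 and Erbb4, the depth limits how well a fall can be seen. Removal of mitochondrially encoded genes was not run, since the table holds 0 of them.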

Other observations

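The tests of pooling and of gene length and GC content were chosen before their results were seen. The immune, endothelial, fibroblast, skeletal muscle, erythroid, C-cell, parathyroid, adipocyte and sex-linked lists were also written beforehand. Apart from the comparisons of these lists between genotypes, every other test here was chosen only after the result was seen. So were the interferon, macrophage, alveolar, T-cell and heat-shock lists.

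Of the 10 ways to split the 6 libraries 3 against 3, 1 gave as many as 18 genes past the threshold, the real one. The others gave 0 genes, with 60 to 701 genes at an unadjusted p under 0.05 against 1455 in the real split. The highest of these, 701, set YAP replicates 1 and 3 with BrafYAP replicate 6 against the rest. With 10 splits, chance cannot be excluded at a level below 0.1. Pooling stays open as well. A pool of 3 tumors averages differences between animals, but the YAP libraries were not more alike than the BrafYAP libraries. The median SD over 7319 genes was 0.322 in YAP and 0.274 in BrafYAP, a ratio of 1.17. In the labels pooling follows genotype exactly, so its effect on the means and that of mutant Braf cannot be told apart.

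Genes with long introns are low in the deposited table. The authors' normalization fits as the cause, since with division by the genomic span at least 71.7% of low values were whole reads. Of the genes that passed the minimum on the estimated reads, 9558 did not on the deposited values, and their median span was 33583.5 bp, against 9009.5 bp for the genes tested. Yap1, Braf, Nrg1 and Egfr are among them.

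MAPK output was higher and the cell cycle lower in BrafYAP cells. A trend of the fold change with span, exonic length and GC content explained 5.08% of its variance over genes. With that trend removed on the estimated reads, MAPK output was 1.97 and the cell cycle -1.48, both past the threshold (camera adjusted p = 1.2e-06 and 2.4e-12), so length or GC bias does not account for either. Stress during dissociation does not account for all of either, as far as heat-shock genes measure it. With their score as a covariate on the estimated reads, MAPK output went from 2.01 to 1.52 (SE 0.46). The cell cycle went from -1.60 to -1.59 (SE 0.38), both on 3 residual degrees of freedom. The heat-shock score itself differed by 0.76, with 6 of 11 genes higher (exact permutation p = 0.2), and 2 of the 11 are also in the stress response set. With the covariate the stress response set went from 1.70 to 0.41 (SE 0.27). In that set Hspa1a, Jun and Egr1 rose by 3.27, 2.77 and 1.63 and Fos by 0.34. Several of its genes are themselves targets of ERK, so stress during digestion and MAPK output are not separated by that set. Mutant Braf is the biological explanation the design names for MAPK output, and pooling stays open beside it. A different mix of sorted cells also stays open for both sets, since it was not tested. Macrophage markers differed by -2.02 between genotypes.

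Interferon-stimulated genes were lower in BrafYAP cells. All 25 listed genes were lower, with a difference in score of -2.42 (exact permutation p = 0.1). With the trend with length and GC content removed it was -2.30 (camera adjusted p = 3.4e-15), so that bias does not account for it. Macrophage markers were lower too, 12 of 12, with a difference of -2.02 (exact permutation p = 0.1). All 12 belong to the immune list, which fell by 1.88, with 1 of 18 genes higher (exact permutation p = 0.1). The interferon score minus the macrophage score differed by -0.40 (exact permutation p = 0.8). It was -2.17, -2.55 and -1.98 in the YAP libraries, -3.68 and -3.41 in BrafYAP replicates 1 and 2, and -0.80 in BrafYAP replicate 6. Fewer macrophages in the sorted BrafYAP cells and a weaker interferon response in the tumor cells cannot be told apart here, because BrafYAP replicate 6 goes against the other 2.

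Surfactant transcripts were higher in all 3 BrafYAP libraries and far the highest in BrafYAP replicate 6. In BrafYAP replicates 1, 2 and 6, Sftpd had 7000, 2382 and 291370 reads against 57 to 185 in YAP, Sftpb 1402, 232 and 40775 against 3 to 21, Chil1 930, 149 and 111241 against 29 to 38, Sftpa1 513, 78 and 561122 against 7 to 39, and the transcription factor gene Foxa2 183, 185 and 590 against 1 to 10. Napsa was raised in replicate 6 alone (637.8 against 7.13 to 25.1). The alveolar type 2 list was 5.67 to 6.30 in YAP, 8.33 and 6.64 in BrafYAP replicates 1 and 2 and 13.97 in replicate 6, and it differed by 3.67 between genotypes, with 9 of 10 genes higher (exact permutation p = 0.1). Lamp3 had 5815 reads in replicate 6 against 4 to 10 elsewhere, Cxcl15 had 1010 against 0 to 8, and Sftpc had reads in this library alone. Alveolar type 2 cells of the lung are argued against as the source of the whole pattern in replicate 6. They express Sftpc strongly, but it had 507 reads against 561122 of Sftpa1, or 0.0904%, and Slc34a2 (2.53) and Abca3 (1.06) were not raised. A small share of such cells stays open for Sftpc, Lamp3 and Cxcl15. Nkx2-1, which drives surfactant genes in lung and thyroid genes in thyroid, was 4.96 against 1.07 to 2.02 elsewhere, and Tg had 22117 reads against 116 and 66 in BrafYAP replicates 1 and 2 and 1046 to 16192 in YAP. A surfactant program in thyroid-derived BrafYAP cells stays a hypothesis. Carry-over from replicate 6 does not account for the rise of Sftpd and Sftpb in replicates 1 and 2. It would leave one share of every transcript, but replicate 1 held 0.0914% of the Sftpa1 reads of replicate 6, 2.40% of Sftpd and 3.44% of Sftpb. The share of Sftpd was at least 26.3 times that of Sftpa1 in both replicates, and both had 0 Y-linked reads against 5590 in replicate 6. Carry-over as small as the Sftpa1 share, 0.0139% in replicate 2, could leave no Y-linked reads, so it stays open for Sftpa1. Other sources were not tested.

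BrafYAP replicate 6 had 297 reads of Yap1 and a YAP signature score of 2.40, against 3.79 and 3.81 in BrafYAP replicates 1 and 2. A lower share of tumor cells might lower both. It would raise the markers of other cell types together, but the endothelial markers rose by a median of 3.22 and the macrophage markers changed by -1.24 against replicates 1 and 2, a gap of 4.46, with fibroblast markers at 0.51 and thyroid genes at 1.82. One library does not decide between fewer tumor cells with more endothelial cells and a lower YAP output in the tumor cells. Pth (56.6) and Chga (19.9) were also highest in this library and next highest in YAP replicate 2 (10.1 and 6.43). Calca was 5.31 in BrafYAP replicate 6, 4.16 in YAP replicate 2 and 7.70 in YAP replicate 1.

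Trbc1, Trbc2, Ephb6 and Trpv6, neighbors on chromosome 6, were higher in BrafYAP cells by 3.50, 4.91, 3.68 and 3.25 on the estimated reads. Trbc2 ends 57.1 kb before Ephb6. Of 16743 runs of 4 neighbors tested, 2 were as high, this one and one that overlaps it and starts at Prss2, and 0 of 1000 shuffles of gene order held such a run. Prss2 was higher by 3.87, but this rests on BrafYAP replicate 6, with 1418 scaled reads there and at most 8.55 elsewhere. The presence of T cells does not account for this, since 2 of 10 other T-cell markers were higher in BrafYAP cells and their score differed by -1.18 (exact permutation p = 0.3). The genes lie 1.81 to 1.90 Mb from the end of Braf, so a segment of another strain kept around the targeted allele could matter. Of the other genes that start within 2 Mb of the start of Braf, 20% (7 of 35) had an unadjusted p under 0.05. The share was 20.3% of 16771 genes elsewhere. That comparison leaves a segment open, because strain variants need not change most of its genes. The window also stops before Ephb6 and Trpv6, so genes beyond them were not covered. Reads shared between Trbc1 and Trbc2 do not extend to Ephb6 or Trpv6.

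Sex-linked genes differed between libraries. Xist was 4.99 and 4.87 in BrafYAP replicates 1 and 2, which had 0 reads of Ddx3y, and 0.0274 in BrafYAP replicate 6, which had 2544. All 3 YAP libraries held both, with 1207 to 3170 reads of Xist and 1054 to 2126 of 4 Y-linked genes, which fits cells of more than 1 animal in each, as the labels state. These reads do not give the number of animals. The list differed by -4.51 between genotypes (exact permutation p = 0.2). BrafYAP replicate 6 therefore differs from the other BrafYAP libraries in sex as well, which was not modelled. The other descriptive lists overlapped between genotypes: endothelial 0.54 (exact permutation p = 1), fibroblast 0.42 (p = 0.3), skeletal muscle -1.15 (p = 0.2), erythroid -1.75 (p = 0.3), C-cell -0.39 (p = 0.8), parathyroid -1.55 (p = 0.7) and adipocyte -1.68 (p = 0.5).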
